A study of Mus musculus with 18 samples.

How the data were processed

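Total RNA from 18 samples of mouse primary hepatocytes was hybridised as biotin-labelled cRNA to Affymetrix mouse genome arrays, per the labels. The deposited table holds log2 expression values made with RMA and the affy package, per the submitters' processing notes, which corrects the background, normalizes quantiles and summarises the probes of a probe set. The version of either tool, and which arrays were normalized together, are not given in the sources used here. RMA compresses large fold changes, so folds are those on this scale. The values run from 3.37 to 15.99 in all 18 columns, and no count or signal over background per array is used here.

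The table was held in part. It ended inside a row, so that 1 of 33246 rows was dropped and 33245 probe sets remained, and genes measured only by later probe sets were not analysed here. Probe sets were named from the platform annotation given with the table, with symbols updated by gene identifier through a RefSeq table of assembly GRCm38.p6. Of the probe sets 25951 named 1 gene, 686 named several and 6608 named none, and 25803 of the first kind matched by identifier. Each gene was represented by the probe set with the highest mean over all arrays, which gave 15491 genes, and 6488 genes had several probe sets. Where the mean of its probe sets changed the call of a named gene, the text says so. Probe sets that did not pass are not always mentioned. For Csf1, Fabp3 and Fdps no other probe set passed in PGC-1a1 against vector under PBS. The same held for Ager in PGC-1a4 against vector under PBS. The build behind the probe positions is not given in the sources used here, and no coordinates are printed.

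Groups were taken from the labels, with 3 arrays in each of 6 groups. In limma (version 3.58.1, R 4.3.3) 1 mean per group was fitted to all 18 arrays (12 residual degrees of freedom), with empirical Bayes moderation at a constant prior variance (5.08 prior degrees of freedom). There were 12 contrasts, of which 9 compared 2 groups and 3 were interactions. Tests were two-sided, p-values were adjusted by Benjamini-Hochberg over the genes of a contrast, and the threshold was an adjusted p of 0.05 with no minimum fold. The 33 gene lists held 968 entries, of which 779 were measured, and were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg over the lists of a contrast, and again with an estimated correlation and with fry, which asks whether the genes of a list move one way on balance without comparing them with other genes. With an estimated correlation 6 lists passed in PGC-1a1 against vector under PBS and 0 in each of the other contrasts. For no list past the preset threshold did the median, the mean and the test differ in sign. For comparisons that share control arrays, 100 data sets without effect were simulated from the fitted residual SDs of each treatment.

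The design, the gene lists, the processing alternatives and the rule for named genes were fixed before the data were examined. The rule admits Ppargc1a and Tnf in every group, the 10 highest and 10 lowest log2 changes per contrast of 2 groups among genes past the threshold whose arrays do not overlap between groups, the 10 highest and 10 lowest of each interaction past the threshold, the 4 members of each list with the smallest p, and the value of any such gene in other contrasts. Predicted genes and pseudogenes are counted but not named. The alternatives were other moderation, arrays or weights in the fit, a replicate block, other scalings, a filter on dim genes, other handling of probe sets, a minimum fold of 1.5, an adjusted p of 0.01 and leaving out each array. A fit of only the 9 arrays of the same treatment was added after the data were seen.

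The fit was tested on simulated data with 200 changed genes. For PGC-1a1 against vector under PBS it recovered 56.7% of changes of log2 0.5, 98.5% of changes of 1 and 100% of changes of 2, with 7 false calls among 177. For the PGC-1a4 interaction it recovered 11.9%, 91.0% and 100%, with 6 false calls among 141. No comparison within the TNF arrays was simulated, so false calls there were not tested. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.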

Results

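Gene expression was measured with Affymetrix arrays in primary hepatocytes, liver parenchymal cells isolated from C57BL/6J mice and kept in culture. The cells carried an adenovirus that expressed PGC-1a1, PGC-1a4 or, as vector control, neither of these proteins. PGC-1a1 is the full-length form of the transcriptional coactivator PGC-1alpha, known for driving mitochondrial gene expression, and PGC-1a4 is a shorter splice form of the same gene. After 48 hours of infection the cells received either the inflammatory cytokine TNFalpha at 2 ng per mL, for 2 hours, or its PBS vehicle. Each of the 6 combinations was represented by 3 arrays, so 18 arrays entered the comparisons. The number of arrays limits the precision, and nothing in the labels says whether the 3 arrays of a group came from separate cultures or animals, so p-values measure the spread between these arrays, which may be technical. Values are log2 levels, and differences are given as log2 difference ± SE with n = 3 arrays per group and the adjusted p of limma over 15491 genes, except that Ppargc1a and Tnf are adjusted over all 25951 probe sets that name 1 gene.

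The arrays fell first by treatment and then by virus. The first principal component held 71.1% of the variance and separated the 9 TNF arrays from the 9 PBS arrays, and the second, with 12.7%, set the PGC-1a1 arrays apart. Arrays of one group correlated at r = 0.990 to 0.996 across probe sets, whereas a PBS array and a TNF array correlated at 0.910 to 0.946. The treatment sets also differed in the overall distribution of values. The median of an array lay between 7.24 and 7.32 in the PBS set and between 7.04 and 7.10 in the TNF set, and the SD over probe sets was 2.06 to 2.14 against 2.24 to 2.32. Every TNF array thus lay outside the range of the PBS arrays in median and in spread, and array set and treatment cannot be told apart. The labels name no batch, so separate processing of the PBS and TNF sets is not known and could only be inferred from such values.

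**Figure D1:**
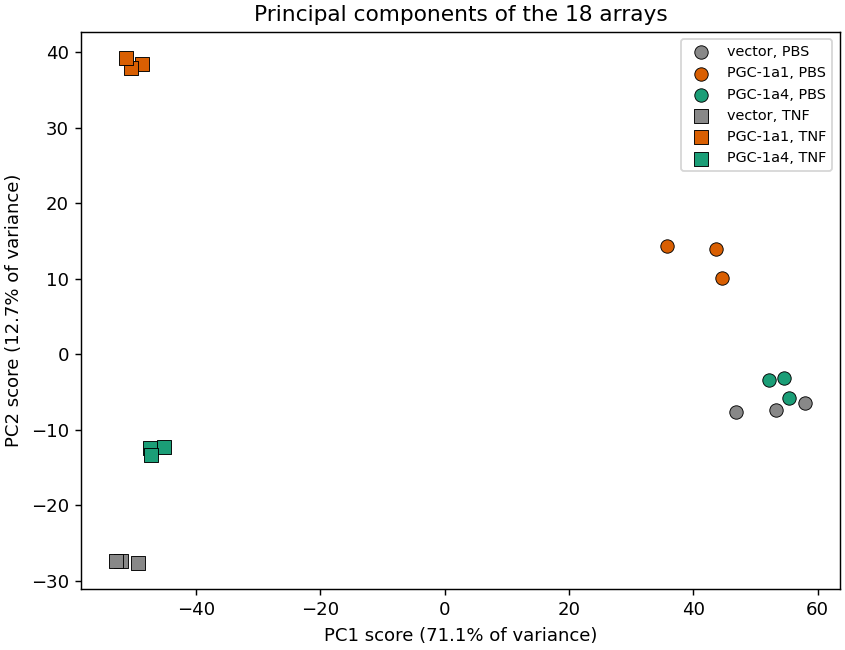
Scores of the 18 arrays on the first (x axis, 71.1% of variance) and second (y axis, 12.7%) principal components over 15491 genes, each point an array, circles PBS and squares TNF. The TNF and PBS sets are separated along the first component.

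The transcript of the overexpressed gene itself was examined first. None of the 3 probe sets for Ppargc1a, which encodes PGC-1alpha, rose past the threshold in the PGC-1a1 or PGC-1a4 arrays. Under PBS, the brightest of them read 7.21 ± 0.17 (SD, n = 3) with vector, 6.93 ± 0.07 with PGC-1a1 and 7.11 ± 0.24 with PGC-1a4. Under TNF the same probe set read 6.81 ± 0.32, 6.52 ± 0.13 and 6.55 ± 0.24. It was lower in TNF than in PBS arrays with vector (-0.40 ± 0.16, limma adjusted p = 0.0305) and PGC-1a1 (-0.41 ± 0.16, limma adjusted p = 0.0288). The same held with PGC-1a4 (-0.56 ± 0.16, limma adjusted p = 0.00416). The other two probe sets lay close to the bottom of the scale, between 3.91 and 4.42 in all groups, and 1 of them was lower with PGC-1a1 than with PGC-1a4 under TNF (-0.37 ± 0.13, limma adjusted p = 0.0349). The position of these probes relative to the viral inserts is not given in the sources used here, so they do not check the labels. Tnf, which encodes TNFalpha, read 7.95 ± 0.09 with PGC-1a1 under PBS and 7.61 ± 0.29 under TNF (-0.34 ± 0.22, limma adjusted p = 0.186), and the TNF and PBS arrays did not differ past the threshold with vector (-0.32 ± 0.22) or PGC-1a4 (-0.45 ± 0.22).

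PGC-1a1 raised the genes of mitochondrial energy production in cells given PBS. Cox7a1, a subunit of cytochrome c oxidase, went from 5.62 ± 0.22 (SD, n = 3) with vector to 10.13 ± 0.06 with PGC-1a1, a 22.9-fold rise (log2 4.52 ± 0.17 SE, limma adjusted p = 6.47e-12). The vector level lay below the lower quartile of those arrays (5.99 to 6.05). Signal over background was not analysed here, so the size of this rise is uncertain. Of the 64 measured genes of the respiratory chain, 57 rose and 0 fell (58 and 0 adjusted over the list alone), among them Atp5g1 (1.66 ± 0.07) and the electron carrier Cycs (1.39 ± 0.08). In the TCA cycle 17 of 19 genes rose and 0 fell (17 and 0 adjusted over the list alone), including Idh3a, a subunit of isocitrate dehydrogenase (2.60 ± 0.09), citrate synthase Cs (1.23 ± 0.07) and Sdhd (1.19 ± 0.08). Among regulators of mitochondrial biogenesis 9 of 19 rose and 0 fell (10 and 1 adjusted over the list alone), with the nuclear receptor Esrra at 0.97 ± 0.12, the deacetylase Sirt3 at 0.89 ± 0.10 and the mitochondrial RNA polymerase Polrmt at 0.79 ± 0.07. These 3 lists passed camera with its preset correlation (adjusted p = 6.12e-63, 5.24e-28 and 4.77e-06) and with an estimated correlation (adjusted p = 0.0119, 0.0119 and 0.0304).

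Fuel use genes moved with them. In glycolysis 8 of 16 genes rose and 1 fell (10 and 1 adjusted over the list alone), led by hexokinase Hk1 (2.94 ± 0.09, a 7.66-fold rise) and the phosphofructokinase Pfkp (2.22 ± 0.11). Likewise 9 of 21 peroxisomal and PPAR target genes rose and 0 fell (10 and 0 adjusted over the list alone), among them Pdk4 (1.88 ± 0.11), a kinase that restrains pyruvate dehydrogenase. Both lists passed camera with an estimated correlation too (adjusted p = 0.0304 for each). Of 16 fatty acid oxidation genes 10 rose and 1 fell (11 and 1 adjusted over the list alone), including the carnitine carrier Slc25a20 (1.02 ± 0.10) and Hadhb (0.79 ± 0.08). Of 63 mitochondrial ribosome genes 36 rose and 1 fell (43 and 1 adjusted over the list alone), including Mrpl47 (1.32 ± 0.09). For these last lists the camera call did not hold with an estimated correlation (adjusted p = 0.0632 and 0.116). The potassium channel gene Kcnk1 (2.54 ± 0.13), the transferrin receptor Tfrc (1.95 ± 0.11), the transcription factor Klf4 (2.30 ± 0.08) and the fatty acid binding protein Fabp3 (2.10 ± 0.19) were among the genes that rose most. Fabp3 had a mean of 5.93 with vector, below the lower quartile of those arrays (5.99 to 6.05), so the size of its rise is uncertain. Sod2, the mitochondrial superoxide dismutase, rose by 1.11 ± 0.13. The gluconeogenic enzyme Pck1 rose by 0.55 ± 0.12, although the mean of its probe sets did not pass (0.43), and G6pc differed by 0.39 ± 0.17, which did not pass (adjusted p = 0.189). Pck1 read 5.56 with vector, below the same quartile. The size of its differences from vector under PBS is thus uncertain in every contrast.

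Some inflammatory and cholesterol genes went the other way with PGC-1a1 under PBS. Of 35 chemokine and cytokine genes 0 rose and 8 fell (0 and 8 adjusted over the list alone), with the monocyte attractant Ccl2 lower by 4.29-fold (log2 -2.10 ± 0.27, adjusted p = 3.45e-05), Ccl20 at -1.47 ± 0.30 and Cxcl5 at -1.60 ± 0.42. Cxcl5 read 5.23 with PGC-1a1, below the lower quartile of those arrays (5.97 to 6.02), so the size of its fall is uncertain. It lost its call without vector PBS replicate 2 (-0.98), without vector PBS replicate 3 (-1.51) and without PGC-1a1 PBS replicate 1 (-1.56). Vector PBS replicate 1 lay below vector replicates 2 and 3 for Ccl2 (11.65 against 13.24 and 12.66), Ccl20 (9.93 against 11.53 and 11.18) and Cxcl5 (5.41 against 8.07 and 7.01). For Ccl20 and Cxcl5 it lay nearer to the PGC-1a1 means (9.41 and 5.23) than to the other vector arrays, so these falls rest largely on vector replicates 2 and 3. Without vector PBS replicate 2, Ccl2 and Ccl20 passed at -1.74 and -1.14. Among 27 acute phase genes 0 rose and 10 fell (0 and 12 adjusted over the list alone), including Lbp (-0.66 ± 0.11) and the fibrinogen chain Fgb (-0.65 ± 0.13). The mean of the Lbp probe sets did not pass (-0.35). Neither list held with an estimated correlation (adjusted p = 0.193 and 0.0587). In cholesterol synthesis 0 of 19 genes rose and 8 fell (0 and 13 adjusted over the list alone), among them Nsdhl (-0.57 ± 0.10) and Fdps (-0.48 ± 0.09), and this list held with an estimated correlation (adjusted p = 0.0489). The sulfotransferase Sult1a1 (-1.35 ± 0.12) and Bicc1 (-1.07 ± 0.18) also fell. Tnfaip3, a brake on NF-kB, fell by 0.83 ± 0.14 (log2 -0.83), and Csf1 was lower at -0.76 ± 0.14. For Csf1, vector PBS replicate 1 read 9.32 against 10.15 and 9.86, nearer to the PGC-1a1 mean (9.02). Without vector PBS replicate 2, Csf1 and Tnfaip3 passed at -0.57 and -0.66. Nfkbia, the NF-kB inhibitor, read higher on its brightest probe set (2.16 ± 0.10), but 1 of its other probe sets passed in the opposite direction and the mean of its probe sets did not pass (0.26).

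In all, 1857 of 15491 genes differed between PGC-1a1 and vector under PBS in limma, 1220 higher and 637 lower. Quantile normalization over all arrays gave 1381 higher and 1121 lower, cyclic loess 1230 higher and 1058 lower, and centring each array on its median 1261 higher and 495 lower, so the size of the excess of higher genes depended on the scaling. Array weights moved the count to 2842. No list of another liver cell type passed camera in this comparison.

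**Figure D2:**
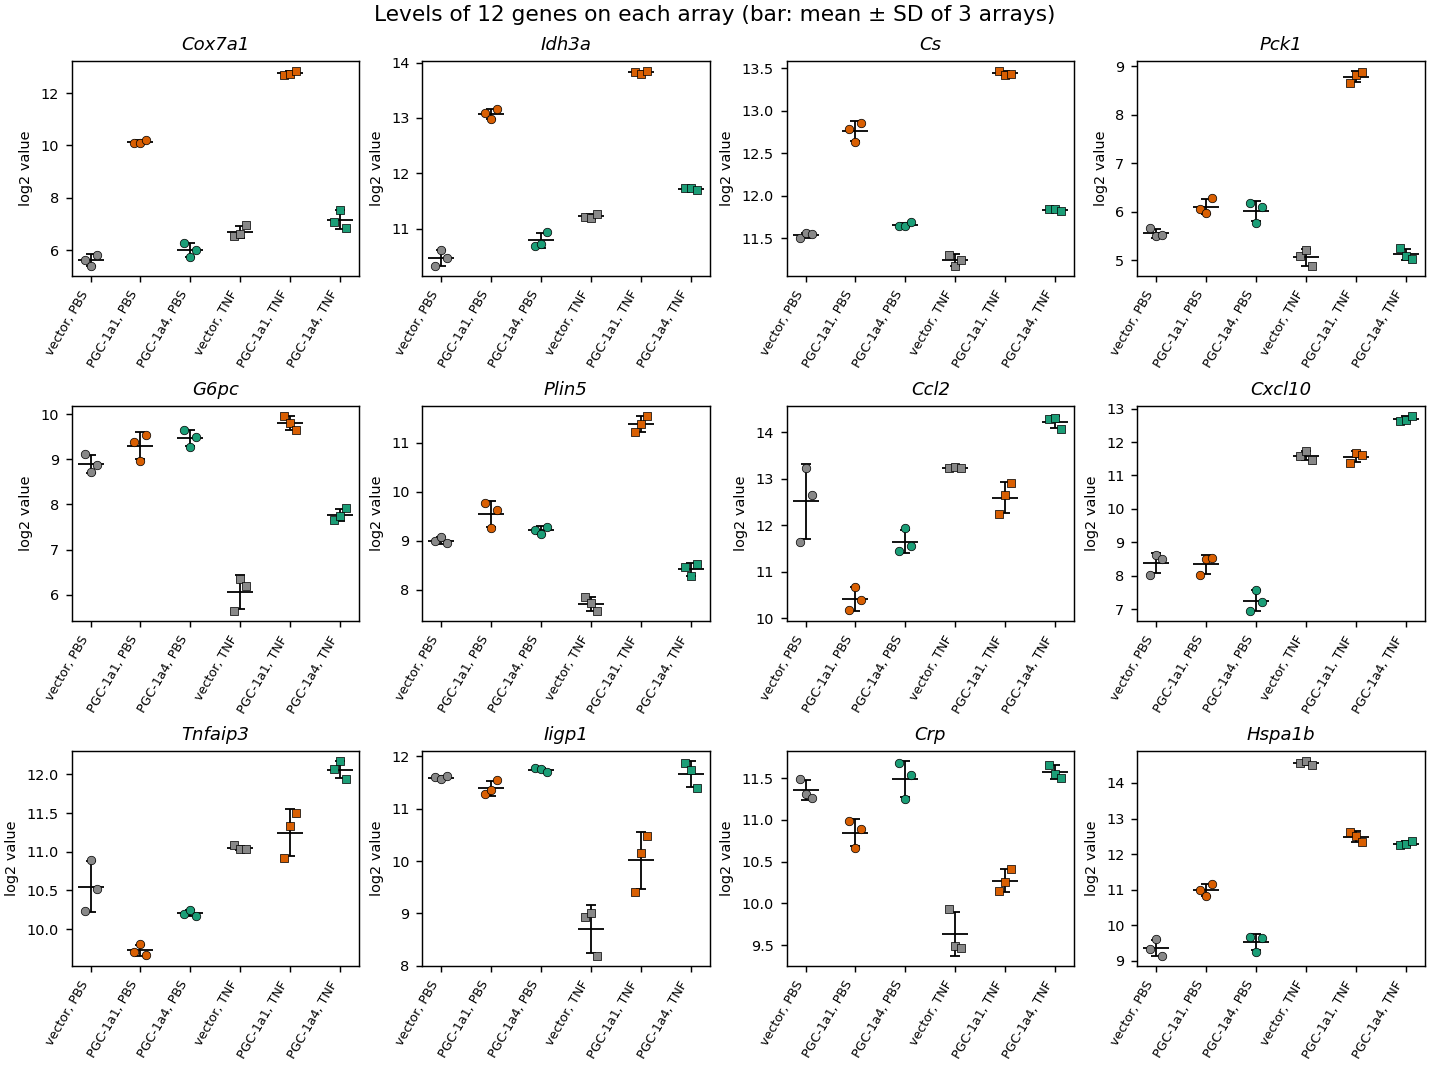
Log2 levels of 12 genes (y axis) on each array of the 6 groups (x axis), points single arrays and bars the mean ± SD of 3 arrays. Cox7a1 rises with PGC-1a1 under both treatments (10.13 and 12.76), and Iigp1 and Crp are higher with PGC-1a4 than with vector under TNF.

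PGC-1a4 moved few genes in cells given PBS. The gene that rose most was Psg28, a pregnancy-specific glycoprotein of a family of close paralogs whose probes may not tell members apart, from 7.79 ± 0.12 (SD, n = 3) to 10.10 ± 0.15 (log2 2.31 ± 0.12 SE, limma adjusted p = 1.2e-08). Scrn2 rose by 0.75 ± 0.11 and the glutamate transporter Slc1a3 by 0.74 ± 0.13. The call of Slc1a3 was lost with the mean of its probe sets (0.11) and without any of the arrays compared other than vector PBS replicate 3, and that of Scrn2 without PGC-1a4 PBS replicate 1 (0.74). The axon guidance ligand Sema3e fell from 8.32 ± 0.07 to 6.82 ± 0.27 (-1.50 ± 0.13), and the receptor Ager (-1.27 ± 0.11), the interferon-induced chemokine Cxcl10 (-1.13 ± 0.17), Fam171b (-0.97 ± 0.12), the cystine transporter Slc7a11 (-0.93 ± 0.11) and Klf4 (-0.66 ± 0.08) fell as well. Cxcl10 lost its call without PGC-1a4 PBS replicate 1 (-0.98). The antioxidant enzyme Srxn1 (-0.52 ± 0.09) and the replication factor Mcm6 (-0.36 ± 0.07) passed narrowly (adjusted p = 0.011 and 0.0378). Srxn1 lost the call when its probe sets were averaged (-0.33), with only the arrays compared (-0.52), and without vector PBS replicate 3 (-0.48), PGC-1a4 PBS replicate 1 (-0.53) or PGC-1a4 PBS replicate 3 (-0.51). Mcm6 lost it in most of the settings tried and in most fits without 1 array, all but 1 of the arrays compared among them.

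In total 32 genes differed between PGC-1a4 and vector under PBS, 12 higher and 20 lower, while 1668 had an unadjusted p under 0.05. Centring each array on its median turned this split to 30 higher and 13 lower, while quantile normalization gave 59 and 69 and cyclic loess 38 and 58. The count was 59 without vector PBS replicate 2, 21 without vector PBS replicate 3, 17 without PGC-1a4 PBS replicate 3 and 9 without PGC-1a4 PBS replicate 1, and array weights raised it to 893. Of the 33 gene lists 15 passed camera with its preset correlation and 0 with an estimated correlation (smallest adjusted p = 0.288). In gluconeogenesis 0 of 10 genes passed over all genes (6 higher and 0 lower adjusted over the list alone), with Pck1 at 0.45 ± 0.12, G6pc at 0.56 ± 0.17 and Fbp1 at 0.40 ± 0.12. Among chemokines and cytokines 1 of 35 fell (6 adjusted over the list alone), and Cxcl5 (-1.73 ± 0.42), Ccl20 (-0.99 ± 0.30) and Cxcl1 (-0.99 ± 0.28) did not pass. With array weights these 3 chemokines (-1.82, -1.15 and -1.10) and Pck1, G6pc and Fbp1 (0.50, 0.61 and 0.42) passed, and the chemokines also without vector PBS replicate 1 (-2.44, -1.46 and -1.49). Without vector PBS replicate 2 they were weaker (-1.11, -0.67 and -0.58) and did not pass. Cxcl5 read 5.10 with PGC-1a4, below the lower quartile of those arrays (5.96 to 5.98), so the size of its difference is uncertain. In the respiratory chain 0 of 64 genes passed (0 adjusted over the list alone), with Atp5b at 0.23 ± 0.08, a gene that passed with trend and robust moderation (0.23) and with array weights (0.31).

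Set directly against each other under PBS, the isoforms differed in mitochondrial and cholesterol genes and in a few that PGC-1a4 had moved, such as Psg28 and Cxcl10. Cox7a1 was 17.5-fold higher with PGC-1a1 than with PGC-1a4 (log2 4.13 ± 0.17, limma adjusted p = 2.29e-11), Klf4 7.74-fold higher, Hk1 7.52-fold higher and Idh3a 4.88-fold higher. Tfrc (2.20 ± 0.11) and Pfkp (1.75 ± 0.11) were higher as well. In the respiratory chain 56 of 64 genes were higher with PGC-1a1 and 0 lower (57 and 1 adjusted over the list alone), and in the TCA cycle 17 of 19 and 0 (17 and 0 adjusted over the list alone), with adjusted p = 0.0679 for each with an estimated correlation. In cholesterol synthesis 0 were higher and 12 of 19 lower (0 and 16 adjusted over the list alone, adjusted p = 0.0707 with an estimated correlation), among them Nsdhl (-0.67 ± 0.10) and Hmgcs1 (-0.65 ± 0.08). Hmgcs1 read 11.48 with PGC-1a1, 12.13 with PGC-1a4 and 11.77 with vector, which lies between them. Psg28 (-2.50 ± 0.12), Sult1a1 (-1.78 ± 0.12), Bicc1 (-1.50 ± 0.18) and Ccl2 (-1.24 ± 0.27) were lower with PGC-1a1, whereas Cxcl10 (1.10 ± 0.17) and the pro-apoptotic gene Pmaip1 (0.86 ± 0.10) were higher. Nfkbia read 2.20 ± 0.10 higher on its brightest probe set, with none of its other probe sets past the threshold. The comparison called 2690 genes, 1594 higher and 1096 lower. The splits were 1659 and 1639 after quantile normalization, 1287 and 1270 with centred arrays and 1544 and 1572 after cyclic loess, so the excess of higher genes depended on the scaling. Log2 changes of the isoforms against the shared vector arrays correlated at r = 0.12 across genes, which are not independent replicates, where 100 simulations without any effect gave a mean of 0.50, and the covariance was 0.00501 against 0.00590 in the simulations. Among only genes above the median level the correlation was 0.0295.

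**Figure D3:**
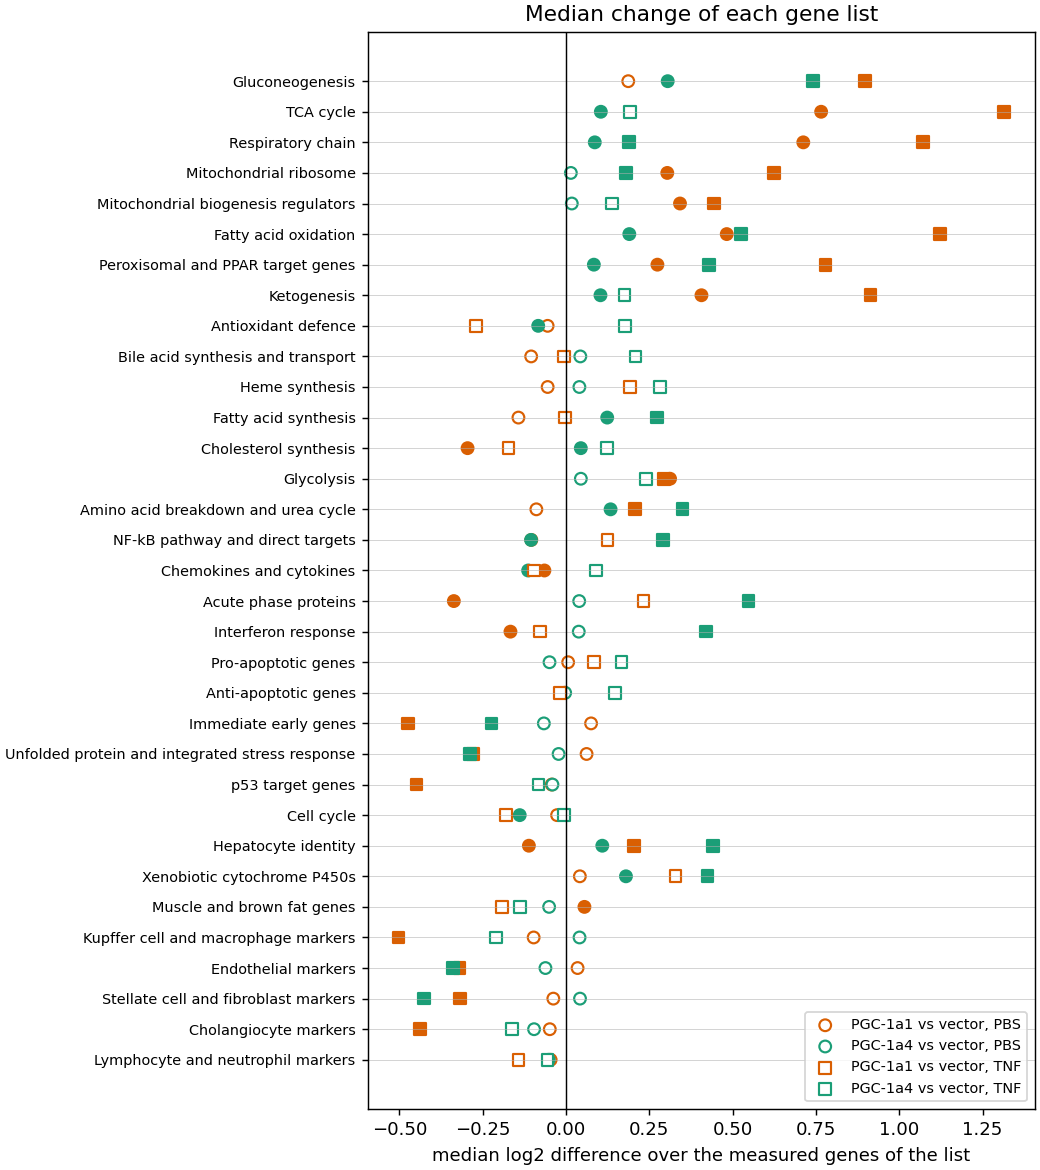
Median log2 difference (x axis) of the measured genes of each of the 33 gene lists (y axis) for PGC-1a1 (orange) and PGC-1a4 (green) against vector under PBS (circles) and TNF (squares). Filled symbols passed camera with its preset correlation, and the respiratory chain has medians of 0.71 and 1.07 with PGC-1a1 under PBS and TNF.

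TNF arrays of vector cells carried higher levels of NF-kB and stress genes than PBS arrays of vector cells, in a comparison where treatment and array set coincide. The chemokine Cxcl10 went from 8.38 ± 0.31 to 11.59 ± 0.14 (SD, n = 3), 9.25-fold higher (log2 3.21 ± 0.17 SE, limma adjusted p = 2.44e-11), and Cxcl3 was higher (4.09 ± 0.29). Cxcl3 read 4.51 ± 0.64 with vector under PBS, close to the bottom of the scale, where signal over background was not analysed here, so the size of its difference is uncertain. The adhesion molecules Icam1 (2.25 ± 0.15) and Vcam1 (1.82 ± 0.12) and the apoptosis inhibitor Birc3 (1.77 ± 0.09) were higher. Of 33 NF-kB pathway genes and targets 20 were higher and 4 lower (20 and 4 adjusted over the list alone), a camera call (adjusted p = 0.0206) that was lost with an estimated correlation (adjusted p = 0.812). Nfkbia was lower on its brightest probe set (-0.50 ± 0.10) while its 3 other probe sets passed as higher, and their mean was 0.56.

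Stress genes differed further between these array sets. In the unfolded protein and integrated stress response 28 of 36 genes were higher and 3 lower (28 and 4 adjusted over the list alone, adjusted p = 0.686 with an estimated correlation), including the chaperone Pdia4 (2.92 ± 0.09) and Ddit3 (2.60 ± 0.09). Immediate early genes followed with 20 of 28 higher and 3 lower (20 and 3 adjusted over the list alone, adjusted p = 0.686 with an estimated correlation), including Maff (3.52 ± 0.10) and Klf4 (2.88 ± 0.08). The heat shock protein Hspa1b was 36.7-fold higher (5.20 ± 0.13), although its near-identical paralog may share the probes. Among p53 targets 13 of 20 were higher and 1 lower (13 and 1 adjusted over the list alone, adjusted p = 0.812 with an estimated correlation), including Pmaip1 (1.90 ± 0.10). Of 27 acute phase genes 5 were higher and 18 lower (5 and 18 adjusted over the list alone, adjusted p = 0.686 with an estimated correlation), with haptoglobin Hp at -2.91 ± 0.11 and Fgb at -3.07 ± 0.13. The liver transcription factor Hnf4a (-2.78 ± 0.10), G6pc (-2.84 ± 0.17), the metalloreductase Steap4 (-5.20 ± 0.24) and the muscle actin Acta1 (-4.26 ± 0.13) were lower, while Pdk4 (2.86 ± 0.11) and the cytochrome P450 Cyp2e1 (4.35 ± 0.19) were higher.

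The same contrast in the other cells gave related lists. With PGC-1a1, 22 of 33 NF-kB genes were higher and 2 lower (22 and 2 adjusted over the list alone, adjusted p = 0.549 with an estimated correlation), with Icam1 at 2.76 ± 0.15, Birc3 at 2.19 ± 0.09, Ccl2 at 2.19 ± 0.27 and Tnfaip3 at 1.52 ± 0.14. Mitochondrial ribosome genes were higher in 59 of 63 cases and lower in 2 (60 and 2 adjusted over the list alone, adjusted p = 0.549 with an estimated correlation). Uridine phosphorylase Upp2 (4.52 ± 0.11), Pck1 (2.68 ± 0.12) and the acute phase protein Saa1 (3.07 ± 0.15), a gene with close paralogs, were higher, and Steap4 (-4.56 ± 0.24) and Acta1 (-4.15 ± 0.13) lower. Upp2 read between 4.55 and 4.82 in the groups other than PGC-1a1 under TNF, close to the bottom of the scale, so the size of its differences is uncertain in every contrast. With PGC-1a4, 30 of 33 NF-kB genes were higher and 1 lower (30 and 1 adjusted over the list alone, adjusted p = 0.667 with an estimated correlation), with Cxcl10 43.5-fold higher (5.44 ± 0.17), Cxcl3 at 4.82 ± 0.29 (from 4.05, close to the bottom of the scale, so of uncertain size), the receptor Tlr2 at 2.78 ± 0.14, Ccl7 at 1.91 ± 0.15 and Tnfaip3 at 1.86 ± 0.14. Saa1 was higher there too (3.16 ± 0.15), and G6pc (-1.70 ± 0.17) and Pck1 (-0.89 ± 0.12) were lower. Markers of lymphocytes and neutrophils were lower with PGC-1a1 (0 of 15 higher, 9 lower, adjusted p = 0.549 with an estimated correlation) and with PGC-1a4 (1 higher, 9 lower, adjusted p = 0.667), and cholangiocyte markers with PGC-1a1 (0 of 8 higher, 5 lower, adjusted p = 0.549).

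These contrasts called 11041 genes in vector cells (5377 higher, 5664 lower, 71.3% of the genes), 10782 with PGC-1a1 (5353 and 5429) and 10879 with PGC-1a4 (5796 and 5083). Because array set and treatment coincide, none of these differences can be assigned to TNFalpha. Centring each array on its median turned the splits to 6870 higher and 4059 lower, 6906 and 3443, and 7131 and 3648, as it moved the median of all genes from -0.04, -0.04 and 0.02 to 0.18, 0.19 and 0.21. With PGC-1a4 the split was 5018 and 5276 after quantile normalization and 5101 and 5161 after cyclic loess. Different probe sets of one gene often disagreed here. Where the 2 brightest probe sets of a gene both passed, they moved in opposite directions in 30.5% of 3496 genes in vector cells (exact 95% interval 29.0% to 32.0%), 28.2% with PGC-1a1 and 29.8% with PGC-1a4, against 0.551% of 363 genes for PGC-1a1 against vector under PBS (0.0668% to 1.98%). In the TNF against PBS contrasts the shares were lower for brighter probe sets and larger changes. With a mean of at least 9 they were 18.9%, 17.2% and 18.1%, against 0.787%. Among changes of at least 1 they were 12.2% of 617 genes (9.68% to 15.0%), 11.2% and 9.70%, against 0% of 30 genes (up to 11.6%), so these intervals overlap. Comparisons with more such genes lay below the interval of vector cells. Under TNF, PGC-1a1 had 0 of 225 against vector (up to 1.63%) and 0 of 143 against PGC-1a4 (up to 2.55%). Small sets overlapped it, with 0 of 29 for PGC-1a4 against vector under TNF (up to 11.9%) and 0 of 33 between isoforms under PBS (up to 10.6%).

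**Figure D4:**
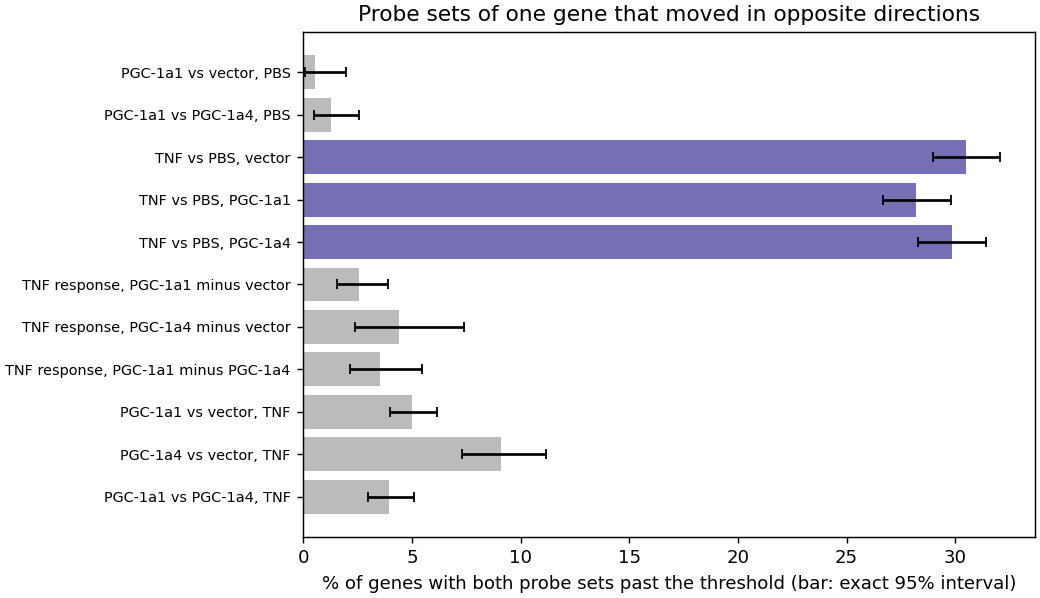
Percent of genes (x axis) whose 2 brightest probe sets both passed and moved in opposite directions, for 11 contrasts (y axis), with exact 95% intervals as error bars. The TNF against PBS contrasts (purple) reach 30.5%, 28.2% and 29.8%, and the other contrasts stay at or below 9.10%.

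Within the TNF arrays, PGC-1a1 was compared with vector at the same treatment. Cox7a1 was 66.7-fold higher with PGC-1a1, at 12.76 ± 0.08 against 6.70 ± 0.23 (SD, n = 3, log2 6.06 ± 0.17 SE, limma adjusted p = 9.34e-14). Of 64 respiratory chain genes 62 rose and 0 fell (63 and 0 adjusted over the list alone), among them Atp5g1 (2.14 ± 0.07). Of 19 TCA cycle genes 17 rose and 1 fell (17 and 1 adjusted over the list alone), among them Cs (2.21 ± 0.07). With an estimated correlation these lists had adjusted p = 0.087 and 0.11. In fatty acid oxidation 14 of 16 rose and 1 fell (15 and 1 adjusted over the list alone, adjusted p = 0.11 with an estimated correlation), including Slc25a20 (2.86 ± 0.10), and Fabp3 (3.91 ± 0.19) and the lipid droplet protein Plin5 (3.67 ± 0.12) rose. In gluconeogenesis 7 of 10 rose and 0 fell (7 and 0 adjusted over the list alone, adjusted p = 0.126 with an estimated correlation), with Pck1 13.2-fold and G6pc 13.4-fold higher. Under TNF Pck1 read 5.06 with vector and 5.12 with PGC-1a4, below the lower quartile of those arrays (5.74 to 5.83). Signal over background was not analysed here, so the size of its differences from these groups is uncertain in every contrast. Kcnk1 (4.39 ± 0.13), Upp2 (4.30 ± 0.11, against 4.82 with vector, close to the bottom of the scale), Aspa (4.19 ± 0.18), Sirt3 (2.84 ± 0.10), Esrra (2.21 ± 0.12), Hnf4a (2.24 ± 0.10) and Sod2 (1.67 ± 0.13) rose as well.

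Stress and p53 genes were lower with PGC-1a1 than with vector under TNF. Of 36 genes of the unfolded protein and integrated stress response 4 rose and 19 fell (5 and 20 adjusted over the list alone, adjusted p = 0.257 with an estimated correlation). Of 20 p53 targets 1 rose and 13 fell (1 and 13 adjusted over the list alone, adjusted p = 0.136 with an estimated correlation). Sema3e (-3.14 ± 0.13), the keratin Krt20 (-2.62 ± 0.12), follistatin Fst (-2.43 ± 0.10), the hyaluronan receptor Cd44 (-2.22 ± 0.16), the quinone reductase Nqo1 (-1.59 ± 0.10) and Cxcl3 (-1.48 ± 0.29) fell. Ccl2 differed by -0.64 ± 0.27 and did not pass (adjusted p = 0.0726), but passed after quantile normalization (-0.81) and cyclic loess (-0.70). At the same -0.64 it also passed with a replicate block, only genes above the median level, only the arrays compared, only the 9 arrays of the same treatment, and without vector PBS replicate 1 or 2. Ccl2 was -0.46 without PGC-1a1 TNF replicate 1 and -0.79 without PGC-1a1 TNF replicate 3, and passed in neither fit. Tnfaip3 differed by 0.20 ± 0.14 (adjusted p = 0.299), passed without PGC-1a1 TNF replicate 1 (0.36) and was 0.07 without PGC-1a1 TNF replicate 3. Among single apoptosis genes, the caspase Casp6 (2.24 ± 0.09) and Bik (3.00 ± 0.21) were higher and the survival gene Bcl2l1 was lower (-0.80 ± 0.12). In the same arrays markers of other liver cell types were lower. Of 9 Kupffer cell markers 0 rose and 6 fell, of 15 endothelial markers 0 and 9, of 17 stellate cell markers 0 and 8, and of 8 cholangiocyte markers 1 and 6, among the last Sox9 (-1.80 ± 0.12), each with adjusted p = 0.111 with an estimated correlation. The contrast called 6394 genes, 3217 higher and 3177 lower, and the scalings put the majority on either side (2962 and 3439 after quantile normalization, 3253 and 3351 after cyclic loess, 3455 and 2772 with centred arrays).

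PGC-1a4 under TNF went with higher acute phase, interferon and NF-kB genes than vector under TNF. Of 27 acute phase genes 17 rose and 0 fell (17 and 0 adjusted over the list alone, camera adjusted p = 1.94e-07, and 0.0712 with an estimated correlation), with C-reactive protein Crp at 11.57 ± 0.08 against 9.63 ± 0.27 (SD, n = 3, log2 1.94 ± 0.13 SE, limma adjusted p = 3.9e-08), Hp 3.34-fold higher, Saa4 (2.25 ± 0.15) and Lrg1 (1.28 ± 0.10). In the interferon response 20 of 39 rose and 1 fell (23 and 1 adjusted over the list alone, adjusted p = 0.313 with an estimated correlation), led by the GTPase Iigp1 (2.96 ± 0.22) and Gbp2 (1.73 ± 0.15), both from families of paralogs. Of 33 NF-kB genes 16 rose and 1 fell (16 and 1 adjusted over the list alone, adjusted p = 0.313 with an estimated correlation), with Birc2 (1.22 ± 0.13), Irf1 (1.04 ± 0.10) and Tnfaip3 (1.01 ± 0.14). Tlr2 (1.87 ± 0.14), Ccl9 (1.96 ± 0.16), Il18 (1.53 ± 0.13), Cxcl10 (1.10 ± 0.17) and Ccl2 (0.99 ± 0.27) rose, as did the ubiquitin-like Ubd (2.32 ± 0.15), glycerate kinase Glyctk (2.56 ± 0.13) and the monoamine oxidase Maob (2.42 ± 0.18).

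Metabolic and hepatocyte genes were higher with PGC-1a4 than with vector under TNF too. A rise here is a higher level than with vector under TNF, not than under PBS. With PGC-1a4, Hnf4a (10.69 under TNF against 12.06 under PBS), G6pc (7.77 against 9.47) and Hp (13.89 against 15.18) still read below their PBS levels. Fbp1 read above it (11.97 against 11.66). Of 26 hepatocyte identity genes 16 rose and 0 fell (16 and 0 adjusted over the list alone, adjusted p = 0.313 with an estimated correlation), including Hnf4a (1.70 ± 0.10). Of 10 gluconeogenic genes 7 rose and 1 fell (7 and 2 adjusted over the list alone, adjusted p = 0.313 with an estimated correlation), including G6pc (1.70 ± 0.17), Slc37a4 (1.24 ± 0.11) and Fbp1 (1.15 ± 0.12). Pck1 did not pass (0.06 ± 0.12), and its sign turned without vector TNF replicate 3 (-0.03) or PGC-1a4 TNF replicate 1 (-0.0039). Cs (0.59 ± 0.07) and Slc25a20 (0.84 ± 0.10) rose less than with PGC-1a1. Hspa1b fell (-2.26 ± 0.13), as did Mrpl39 (-1.73 ± 0.08), the pro-apoptotic Bbc3 (-0.78 ± 0.10) and 18 of 36 stress response genes, while 3 of these rose (18 and 4 adjusted over the list alone, adjusted p = 0.313 with an estimated correlation). Klf4 passed at -0.23 ± 0.08 and lost the call without any 1 of the 6 arrays compared, without vector PBS replicate 3 or PGC-1a1 PBS replicate 1, with a replicate block, array weights or every probe set tested (-0.23 each), and with centred arrays (-0.20). In the same arrays stellate cell markers were lower, with 0 of 17 up and 9 down (adjusted p = 0.0712 with an estimated correlation), among them Sparc (-0.76 ± 0.08) and Tagln (-0.76 ± 0.11). Of 15 endothelial markers 1 rose and 7 fell (adjusted p = 0.156 with an estimated correlation). The contrast called 5184 genes, 3273 higher and 1911 lower, with splits of 2618 and 2241 after quantile normalization, 2690 and 2565 after cyclic loess and 3551 and 1599 with centred arrays.

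Under TNF the isoforms differed from each other in energy genes and in inflammatory genes, in opposite directions. Cox7a1 was 48.4-fold higher with PGC-1a1 than with PGC-1a4 (log2 5.60 ± 0.17, limma adjusted p = 3.56e-13), and 61 of 64 respiratory chain genes were higher and 0 lower (61 and 0 adjusted over the list alone, adjusted p = 0.11 with an estimated correlation), including Atp5g1 (1.88 ± 0.07) and, in the TCA cycle, Cs (1.61 ± 0.07). Fabp3 (4.05 ± 0.19), Upp2 (4.30 ± 0.11, against 4.81 with PGC-1a4, close to the bottom of the scale), Pck1 (3.66 ± 0.12), the transporter Slc16a5 (3.55 ± 0.11) and Casp6 (1.94 ± 0.09) were higher with PGC-1a1. Of 39 interferon response genes 2 were higher and 26 lower (4 and 27 adjusted over the list alone, adjusted p = 0.332 with an estimated correlation), including Gbp2 (-1.41 ± 0.15) and Irf1 (-0.92 ± 0.10). Of 27 acute phase genes 1 was higher and 15 lower (1 and 16 adjusted over the list alone, adjusted p = 0.201 with an estimated correlation), including Saa4 (-1.52 ± 0.15) and Crp (-1.30 ± 0.13). Tlr2 (-1.54 ± 0.14), Tead2 (-2.86 ± 0.24), Sema3e (-2.81 ± 0.13), Cd44 (-2.47 ± 0.16), Nqo1 (-1.86 ± 0.10), Bid (-1.47 ± 0.10) and Bcl2l1 (-1.02 ± 0.12) were lower with PGC-1a1. The contrast called 5647 genes, 2353 higher and 3294 lower, with 2428 and 3124 after quantile normalization, 2356 and 3175 with centred arrays and 2823 and 3016 after cyclic loess, so the size of the excess of lower genes depended on the scaling. Against the shared vector arrays the log2 changes of the isoforms correlated at r = 0.52 across genes under TNF, within the 0.482 to 0.525 of simulations without effect, while the covariance was 0.109 against 0.00982. They shared 1777 higher and 1150 lower genes, where independent lists would share 680 and 392, and part of this excess may come from the shared controls.

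The interaction asks whether the TNF minus PBS difference changed with the virus, so that a shift common to all TNF arrays cancels. A positive value can stand for a stronger rise, a weaker fall or a change of direction. With PGC-1a1 the difference was 4.52 for Upp2 against 0.22 with vector (interaction 4.30 ± 0.15), of uncertain size since all but the PGC-1a1 TNF level lie close to the bottom of the scale. Casp6 rose with PGC-1a1 while its difference with vector, -0.11, did not pass (1.61 ± 0.12). A fall with vector was a rise with PGC-1a1 for Pck1 (-0.50 and 2.68, interaction 3.18 ± 0.17), Plin5 (-1.29 and 1.83, 3.12 ± 0.17), Bik (-1.08 and 1.45, 2.53 ± 0.30) and Slc25a20 (-0.69 and 1.15, 1.84 ± 0.14). A fall with vector did not pass with PGC-1a1 for Glyctk (-3.30 and 0.23, 3.52 ± 0.18) and Hnf4a (-2.78 and -0.21, 2.57 ± 0.15). For G6pc it was -2.84 with vector and 0.50 with PGC-1a1 (3.35 ± 0.25), the latter no longer past the threshold after quantile normalization (0.16), without PGC-1a1 PBS replicate 2 (0.34) or without PGC-1a1 TNF replicate 1 (0.43). Rises were smaller with PGC-1a1 than with vector for Hspa1b (5.20 with vector, -3.70 ± 0.18), Sema3e (0.36 with PGC-1a1 against 2.83, -2.47 ± 0.18), Pdia4 (1.28 against 2.92, -1.64 ± 0.13) and Klf4 (1.51 against 2.88, -1.37 ± 0.12), and Krt20 fell (-0.57 against 2.15, -2.73 ± 0.17). Of 10 gluconeogenic genes 6 had a higher and 0 a lower difference (6 and 0 adjusted over the list alone), of 64 respiratory chain genes 32 and 0 (37 and 0), and of 36 stress response genes 0 and 21 (1 and 22), with adjusted p = 0.179, 0.276 and 0.156 with an estimated correlation. In the same contrast 0 of 15 endothelial markers were higher and 5 lower, of 17 stellate cell markers 1 and 4, and of 8 cholangiocyte markers 0 and 4 (adjusted p = 0.156, 0.181 and 0.156 with an estimated correlation). In limma 3943 genes differed, 2083 higher and 1860 lower, and 1995 and 2057 after quantile normalization, 2253 and 2040 after cyclic loess and 2113 and 1688 with centred arrays.

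With PGC-1a4 many of these values marked a fall that was weaker than with vector or did not pass. The TNF minus PBS difference was -2.88 with vector and -0.08 with PGC-1a4 for Iigp1 (interaction 2.81 ± 0.31), -1.72 and 0.08 for Crp (1.80 ± 0.19), -3.30 and -0.84 for Glyctk (2.46 ± 0.18), and -2.91 and -1.29 for Hp (1.63 ± 0.15). A fall was a rise for Saa4 (-1.98 and 0.40, 2.38 ± 0.21), Ubd (-1.78 and 0.46, 2.25 ± 0.21) and Irf1 (-0.37 and 0.76, 1.13 ± 0.14). Rises were larger with PGC-1a4 for Cxcl10 (5.44 against 3.21, 2.23 ± 0.24), Tlr2 (2.78 against 0.64, 2.14 ± 0.20) and Tnfaip3 (1.86 against 0.50, 1.35 ± 0.20). Hspa1b rose less (2.77 against 5.20, -2.43 ± 0.18), Mrpl39 fell where it had risen (-0.20 against 1.32, -1.51 ± 0.11), and Psg28 (-3.21 against -0.61, -2.59 ± 0.17) and Tagln (-1.78 against -0.90, -0.89 ± 0.15) fell further. For Psg28 this came largely from the PBS level, 10.10 with PGC-1a4 against 7.79 with vector, since the TNF levels were 6.89 and 7.18. Part of the Cxcl10 value came from its lower PBS level with PGC-1a4 (7.25 against 8.38), and part from the TNF level (12.69 against 11.59). Of 27 acute phase genes 16 had a higher and 0 a lower difference (16 and 0 adjusted over the list alone, adjusted p = 0.0674 with an estimated correlation), of 33 NF-kB genes 14 and 0 (16 and 0, adjusted p = 0.411), and of 39 interferon genes 12 and 0 (13 and 0, adjusted p = 0.468), while 0 of 17 stellate cell markers were higher and 8 lower (adjusted p = 0.0566). Of 15 endothelial markers 1 was higher and 4 lower (adjusted p = 0.411). In limma 2480 genes differed, 1841 higher and 639 lower, and the splits were 1294 and 922 after quantile normalization, 1387 and 1111 after cyclic loess and 1562 and 687 with centred arrays.

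Between the isoforms, the TNF minus PBS difference with PGC-1a1 and PGC-1a4 was 4.52 and 0.26 for Upp2 (interaction 4.26 ± 0.15, of uncertain size for the same reason), 2.68 and -0.89 for Pck1 (3.57 ± 0.17), and 1.83 and -0.80 for Plin5 (2.63 ± 0.17). Casp6 rose with PGC-1a1, and its difference with PGC-1a4, -0.01, did not pass (1.51 ± 0.12). Rises were smaller with PGC-1a1 for Sema3e (0.36 with PGC-1a1, -3.64 ± 0.18), Cxcl10 (3.21 against 5.44, -2.23 ± 0.24), Slc7a11 (0.38 against 2.44, -2.06 ± 0.15) and Bid (0.42 against 1.80, -1.38 ± 0.15). Cd44 (-1.68 against 0.43, -2.11 ± 0.22) and the brightest probe set of Nfkbia (-1.01 against 0.43, -1.44 ± 0.15) fell with PGC-1a1 and rose with PGC-1a4. Of 33 NF-kB genes 1 had a higher and 11 a lower difference with PGC-1a1 (2 and 13 adjusted over the list alone), and of 64 respiratory chain genes 20 had a higher and 0 a lower one (24 and 0), each with adjusted p = 0.426 with an estimated correlation. In limma 3068 genes differed, 1112 higher and 1956 lower, with 1734 and 1602 after cyclic loess, 1377 and 1731 after quantile normalization and 1246 and 1593 with centred arrays. The interactions of the isoforms with the shared vector arrays correlated at r = 0.54 across genes, where simulations without effect gave 0.50 (0.477 to 0.516), and the covariance was 0.0972 against 0.0157.

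The effect of each isoform was also compared across treatments, where no arrays are shared. For PGC-1a1 the log2 changes under PBS and TNF correlated at r = 0.48 across genes, with 917 genes higher in both and 294 lower in both, against 253 and 131 for independent lists. For PGC-1a4 the correlation was r = 0.26, with 4 genes higher in both, 9 lower in both and 6 opposite, against 2.54, 2.47 and 5.71 for independent lists.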

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

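The tests of probe set agreement, array distribution, NF-kB genes, array spread, shared shift and transgene activity were chosen after the result was seen, while the counts over other splits were planned.

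The difference between TNF and PBS arrays changed with the virus for many genes, by a test of the interaction itself. In PGC-1a1 against vector 3943 genes differed, in PGC-1a4 against vector 2480 and in PGC-1a1 against PGC-1a4 3068. Of 100 splits of the arrays 3, 5 and 3 reached these counts, the real ones included, and the highest others gave 4333, 3109 and 3237. Splits that kept the TNF arrays of a virus together gave at least 3258, 2273 and 2178 genes, and those that mixed them at most 21, 3 and 354. This points to a structure of the arrays: the counts of the splits follow the difference between viruses within the TNF set, so they do not decide whether chance can be excluded for the interactions.

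Single genes came out of the same test. A positive value stands for a stronger rise, a weaker fall or a change of direction. Against vector, the TNF minus PBS difference with PGC-1a1 lay higher for Upp2 (log2 4.30), Glyctk (3.52), G6pc (3.35), Pck1 (3.18), Plin5 (3.12), Hnf4a (2.57), Bik (2.53), Slc25a20 (1.84) and Casp6 (1.61), and lower for Hspa1b (-3.70), Krt20 (-2.73), Sema3e (-2.47), Pdia4 (-1.64) and Klf4 (-1.37). With PGC-1a4 it was higher for Iigp1 (2.81), Glyctk (2.46), Saa4 (2.38), Ubd (2.25), Cxcl10 (2.23), Tlr2 (2.14), Crp (1.80), Hp (1.63), Tnfaip3 (1.35) and Irf1 (1.13), and lower for Psg28 (-2.59), Hspa1b (-2.43), Mrpl39 (-1.51) and Tagln (-0.89). Between PGC-1a1 and PGC-1a4 it was higher for Upp2 (4.26), Pck1 (3.57), Plin5 (2.63) and Casp6 (1.51), and lower for Sema3e (-3.64), Cxcl10 (-2.23), Cd44 (-2.11), Slc7a11 (-2.06), the brightest probe set of Nfkbia (-1.44) and Bid (-1.38). The sizes for Upp2 are uncertain, since it read between 4.55 and 4.82 in the groups other than PGC-1a1 under TNF, close to the bottom of the scale. Those for Pck1 are uncertain too, since it read 5.06 with vector and 5.12 with PGC-1a4 under TNF. The value for Psg28 came largely, and those for Cxcl10 in part, from the PBS levels with PGC-1a4.

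A signal also appeared in probe sets outside the comparisons, those that name no gene or several. Between PGC-1a1 and vector under PBS 185 of 7294 such probe sets passed in limma, 103 higher and 82 lower.

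For the comparisons of 3 arrays with 3, the 10 splits are too few for a share under 0.05, and in each only 1 split, the real one, reached the count. For PGC-1a1 against vector under PBS the real split gave 1857 genes and the highest other 0, for PGC-1a4 against vector 32 and 24, and for PGC-1a1 against PGC-1a4 2690 and 0. Under TNF these were 6394 and 1, 5184 and 3, and 5647 and 1. For TNF against PBS the real split gave 11041 genes with vector, 10782 with PGC-1a1 and 10879 with PGC-1a4, and the highest other 0 each time.

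Most genes, 71.3% with vector, separated the PBS and TNF array sets. A different overall distribution of values as the whole cause is argued against by quantile normalization, after which 10760 genes differed with vector. An effect of array processing on single probe sets is consistent with the 30.5% of genes whose 2 brightest probe sets moved in opposite directions, against 0.551% for PGC-1a1 under PBS. Among changes of at least 0.5 the shares were 24.8% of 2062 genes and 0% of 171 (up to 2.13%), and for probe sets with a mean of at least 9 they were 18.9% and 0.787%. Among changes of at least 1 they were 12.2% of 617 (9.68% to 15.0%) and 0% of 30 (up to 11.6%), where the intervals overlap. Comparisons with more such genes did not overlap it. Under TNF, PGC-1a1 had 0 of 225 against vector (up to 1.63%) and 0 of 143 against PGC-1a4 (up to 2.55%). The excess over these comparisons thus held among large changes, while sets of 29 and 33 genes were too small to tell. A response to TNFalpha stays open, since treatment cannot be told apart from array set. The NF-kB list had camera adjusted p = 0.812 with an estimated correlation, which does not decide the question. Camera compares a list with the other genes, most of which changed, and 0 of 33 lists passed in this setting (smallest adjusted p = 0.686).

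PGC-1a4 changed 32 genes under PBS and 5184 under TNF. Leaving out 1 array gave 9 to 59 under PBS and 4348 to 5251 under TNF. With array weights the counts were 893 and 4692, so the size of the contrast depended on the setting. A smaller spread between TNF arrays is argued against by their residual SD, 1.34 times that of the PBS arrays. The fit used 1 variance per gene for both sets, which can favour calls among TNF arrays over calls among PBS arrays. With only the 9 arrays of the same treatment the counts were 37 under PBS and 4434 under TNF, so the gap remained. The wider distribution of TNF arrays is argued against as the whole cause by the 2216 genes with a different response after quantile normalization. A weaker form of the general TNF shift stays open, since its correlation across genes with the change depends on where the shift is measured. It was -0.00035 for the shift of PGC-1a1 cells (-0.023 to 0.023 leaving out 1 array) and -0.31 to -0.23 for that of vector cells, taken from other vector TNF arrays than the change in 6 divisions. A state particular to the vector TNF arrays would also give the latter. That the vector TNF arrays were set apart by processing stays open, with opposite probe sets in 9.10% of genes, 4.99% for PGC-1a1 against vector and 3.95% for PGC-1a1 against PGC-1a4 (11 of 323, 10 of 829 and 8 of 667 genes among changes of at least 0.5, 0 of 29, 225 and 143 among those of at least 1, and 2.80%, 0.706% and 1.43% with a mean of at least 9), as does an effect of PGC-1a4 that depends on TNFalpha.

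No Ppargc1a probe set rose past the threshold in the PGC-1a1 arrays. Arrays without an active transgene are argued against by the 57 of 64 respiratory chain genes that were higher with PGC-1a1 under PBS. Probe sets that lie outside the expressed sequence stay open, since the highest log2 change was 0.016 and the probe positions were not analysed here. For this pattern no biological explanation was tested.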

How the results depend on the processing

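The fit of only the 9 arrays of the same treatment was chosen after the result was seen, and the other alternatives were fixed before.

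Of 150 counts of changed genes under other settings 113 lay within 1.5 times the reported count, as did 212 of 216 with 1 array left out. Stricter settings call fewer genes and testing every probe set calls more items by construction, and for the other settings the cause was not tested.

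With a fold of at least 1.5, PGC-1a1, PGC-1a4 and their difference under PBS had 556, 16 and 780 genes. TNF against PBS had 7142, 6590 and 6932 with vector, PGC-1a1 and PGC-1a4, the interactions 2410, 1463 and 1796, and the comparisons under TNF 2798, 1713 and 2399. At an adjusted p of 0.01 the PBS comparisons had 1133, 15 and 1732, the interactions 2544, 1215 and 1789, and PGC-1a4 against vector under TNF 3440. With every probe set tested, TNF against PBS had 22301, 21501 and 21750, the PGC-1a1 interaction 6136, the comparisons under TNF 11210, 8651 and 9465, and PGC-1a4 under PBS 78. Testing only genes above the median level left 6379, 6371 and 6412 for TNF against PBS.

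PGC-1a4 against vector under PBS moved most. It had 157 genes with trend and robust moderation, 893 with array weights, 128 after quantile normalization, 96 after cyclic loess, 162 among genes above the median level and 17 with only the arrays compared. PGC-1a1 under PBS had 2842 with array weights. With only the 9 arrays of the same treatment, PGC-1a1, PGC-1a4 and their difference had 1949, 37 and 2987 genes under PBS. Under TNF they had 5670, 4434 and 5073.

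Leaving out 1 array gave 1353 to 1860 genes for PGC-1a1, 9 to 59 for PGC-1a4 and 2094 to 2822 for their difference under PBS. It gave 10376 to 11091, 10012 to 10885 and 10157 to 10992 for TNF against PBS, 3373 to 3989, 1964 to 2547 and 2517 to 3196 for the interactions, and 5709 to 6437, 4348 to 5251 and 5051 to 5730 under TNF. The replicate number did not pair the arrays, and a replicate block gave 1791 genes for PGC-1a1 under PBS.

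Among genes above the median level, the correlations of log2 changes across genes were 0.0295 between isoforms under PBS, 0.537 and 0.317 between treatments for PGC-1a1 and PGC-1a4, and 0.557 between the interactions.

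For named genes 2356 of 2388 values under other settings kept direction and call, 17 lost and 14 gained the call, and 1 reversed. This was Nfkbia in TNF against PBS with vector, 0.56 with the mean of its probe sets, which by construction adds probe sets that moved the other way. With 1 array left out 4060 of 4104 kept both. Of 396 results for gene lists, 156 lost their call with an estimated correlation and 0 reversed. Among only genes above the median level 52 lost and 8 gained the call, and with the mean of all probe sets 7 and 16. With a replicate block these were 5 and 1, and with fry 26 and 112, with 0 reversed in each. Signal over background per array was not analysed here, so its effect on dim genes is unknown.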

Other observations

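All tests given here were chosen after the result was seen, on lists written after single genes had been looked at.

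Hspa1b was lower with both isoforms than with vector under TNF, so heat shock genes may fall together. Under PBS, Hspa1b read 10.99 ± 0.16 with PGC-1a1, 9.52 ± 0.23 with PGC-1a4 and 9.36 ± 0.23 with vector (SD, n = 3). Part of its interaction with PGC-1a1 thus comes from a higher PBS level. Of 15 other heat shock genes measured 0 were higher and 11 lower with PGC-1a1 (median -0.52, camera adjusted p = 9.274e-06 over 4 tests). With PGC-1a4 0 were higher and 11 lower (median -0.34, adjusted p = 7.488e-07). With an estimated correlation neither call held (adjusted p = 0.0912 for each over the same tests), so the hypothesis stays open. Under PBS 3 were higher and 3 lower with PGC-1a1, and 0 and 0 with PGC-1a4, and the unadjusted camera p-values were 0.529 and 0.158. The difference between the treatments against vector was lower for 12 and 7 genes and higher for 0 (unadjusted p = 3.898e-09 and 4.93e-07, and 0.0141 and 0.0307 with an estimated correlation).

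Acta1 and Tagln were lower in TNF than in PBS arrays, so actin cytoskeleton genes may fall together. Of 15 others measured, 1 was higher and 11 lower in TNF against PBS with vector, 0 and 12 with PGC-1a1, and 1 and 10 with PGC-1a4. The unadjusted camera p-values were 0.000234, 7.84e-06 and 0.00240, and 0.0775, 0.0370 and 0.137 with an estimated correlation. Array set and treatment coincide in these comparisons. Within the TNF arrays, 2 of 15 were higher and 8 lower with PGC-1a1 than with vector (median -0.31, camera adjusted p = 0.003863), a call lost with an estimated correlation (adjusted p = 0.155). Several stellate and endothelial cell markers were lower in this contrast too, as given above, and also with PGC-1a4 under TNF. The actin list was lower with PGC-1a1 under PBS, with 0 higher and 7 lower (median -0.27, unadjusted camera p = 1.64e-05, and 0.0431 with an estimated correlation). Its difference between the treatments against vector did not pass (1 higher and 3 lower, unadjusted p = 0.279), which does not show that the treatments agree. With PGC-1a4 0 were higher and 0 lower under PBS (unadjusted p = 0.833). With PGC-1a4 under TNF 6 were higher and 0 lower (median 0.17, adjusted p = 0.003863), which is opposite to the hypothesis, and this call was lost with an estimated correlation too (adjusted p = 0.155). The difference between the treatments against vector was higher for 5 and lower for 0 with PGC-1a4. Its unadjusted camera p was 0.00562, and 0.172 with an estimated correlation. Under TNF 0 were higher and 12 lower with PGC-1a1 than with PGC-1a4 (unadjusted p = 2.34e-07, and 0.0188 with an estimated correlation). Under PBS these were 1 and 5 (unadjusted p = 0.000275, and 0.0805 with an estimated correlation).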
